A study of Mus musculus with 2 samples. Its data were reported in "Single-cell stabilization method identifies gonadotrope transcriptional dynamics and pituitary cell type heterogeneity" (2018).

How the data were processed

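LβT2 cells at passage 18 received either vehicle or GnRH (2 nM, 40 min) and were preserved in RNA-Best for 3 weeks at 4 °C before they were assayed with the 10x Genomics Single Cell 3' v2 chemistry, which marks each captured transcript with a cell barcode and a UMI and reads the 3' end in a stranded way. About 8000 cells were loaded and cDNA was amplified for 12 cycles. There was 1 library per group, assigned from the labels.

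The authors deposited, for each library, a matrix of whole-number UMI counts per gene and barcode with no normalization. According to the submitters' processing notes the matrices came from Cell Ranger 1.3 and the mm10 build. The gene annotation used is not given in the sources used here, nor is a minimum number of UMIs per cell. The matrices list 27998 genes, of which 65 repeat a symbol that another entry has. Reads that match several genes cannot be assigned with certainty, so counts of genes with near-identical copies are uncertain.

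Cells were taken by a rule fixed before the data were examined: at least 10% of the UMIs at percentile 99 of the 5000 largest barcodes. It gave minimums of 390.8 UMIs in the vehicle and 578 UMIs in the GnRH library and removed no barcode, so all 14602 and 3302 barcodes were used. No doublet caller was run, and barcodes above 2 times the median UMIs were left out as an alternative. No clusters were named, since both libraries hold a single cell line.

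UMIs were summed over the cells of each library and expressed as CPM of the library total. Total UMIs were 12749598 and 7403907, so a gene with 3 UMIs in the vehicle library has 0.235 CPM. Ratios of CPM have exact conditional binomial intervals, and shares have exact Clopper-Pearson intervals, all at 95% and for counting error only. For joint detection, the interval of the joint share was divided by the product of the shares, taken as fixed. With 1 library per group no test was run and no p-value is given. Genes were tested for size where CPM reached 20 in the higher library. The genes named were the 15 largest and 10 smallest ratios, members of the AP-1, EGR and NAB, and NR4A and CREB lists with at least 20 CPM, Lhb, Cga, Fshb, Gnrhr, 4 house-keeping genes, of which 1 is not reported here, and up to 4 members per other list with the largest log2 ratio in size. The lists covered IEGs, MAPK feedback, gonadotrope, secretory granule, calcium and PKC signalling, SRF and actin, heat shock, unfolded protein response, sterol synthesis, glycolysis and hypoxia, p53, NF-kB, house-keeping, mitochondrial, noncoding, ribosomal, cell cycle and other cell type genes. List medians used members with a mean of at least 5 CPM and were ranked among 10000 random lists matched in 20 expression bins, as a description of these libraries.

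For shares, phases and joint detection, UMIs of each cell were drawn without replacement to 500, the largest multiple of 500 that at least 80% of cells in both libraries reach. Phases followed 5 gene lists: genes that correlate with their list mean, scores standardized over cells and then over phases, and the highest score. The planned correlation minimum of 0.3 left under 5 genes in a phase, and the planned fallback of 0.1 was used. A share of 0 is given with the limit that 3 cells of the total allow.

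Genome positions and 3' ends came from GENCODE M21 on GRCm38, the same assembly as mm10. For 6163 of 6170 tested genes, the share of 60-base words in the last 500 bases of the longest transcript that occur in another gene was counted. The calculations were tested on simulated data. With 200 of 5864 genes changed in the vehicle and GnRH totals, 95.1% of intervals held the true ratio, and all changed genes had the right direction at each fold. The simulated totals were drawn with counting error only, as the intervals assume, so this coverage does not test unequal counts between cells. With phase genes raised 4-fold in 1000 simulated cells, 97.4% of cells of 500 UMIs were assigned to the right phase, which is easier than real cells since every phase gene was raised by the same amount.

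Alternatives were other barcode filters, the TMM factor of edgeR, the size factor of DESeq2, other totals, a mean over cells, other expression floors, other depths and seeds, and other phase rules. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used, with R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 for scaling and matplotlib 3.10.9 for plots. Cells processed fresh, bulk RNA-seq and other assays of the study were not used here.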

Results

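LβT2 cells, an immortalized mouse line with the features of pituitary gonadotropes, were exposed to vehicle or to 2 nM gonadotropin-releasing hormone (GnRH) for 40 min and kept in the RNA-Best stabilization buffer before droplet-based single cell (SC) RNA-seq. Each condition was assayed in 1 library, so no difference between them has a replicate check, and the values below compare 2 libraries. The intervals given are 95% intervals that cover counting error only. The vehicle library held 14602 barcodes and 12749598 unique molecular identifiers (UMIs), with a median of 685 UMIs and 495 genes per barcode. The GnRH library held 3302 barcodes and 7403907 UMIs, with a median of 2122.5 UMIs and 1230 genes. About 8000 cells were loaded per library according to the labels. At a minimum of 1000 UMIs, 3570 vehicle and 2753 GnRH barcodes remained, and 75.6% of vehicle barcodes lay under that minimum against 16.6% of GnRH barcodes. Barcodes under it held 55.1% of vehicle UMIs and 5.71% of GnRH UMIs, and the pooled values below include them.

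**Figure D1:**
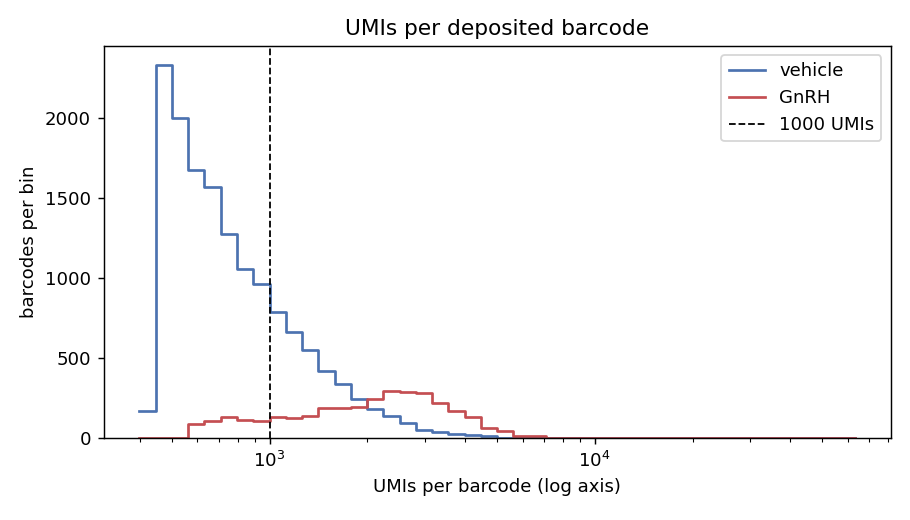
Number of deposited barcodes per bin (vertical axis) against UMIs per barcode (horizontal log axis) for the vehicle and GnRH libraries, with 1000 UMIs as a dashed line. In the vehicle library 11032 of 14602 barcodes lie left of the line, and in the GnRH library 549 of 3302.

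The first comparison asked which transcripts differed between GnRH-treated and vehicle-treated cells. The immediate-early genes (IEGs), a class of rapidly induced genes, held most of the highest ratios. Nr4a1, an orphan nuclear receptor, was at 159 CPM (UMI counts scaled to a common library total) in the GnRH library and at 0.235 CPM, or 3 UMIs, in the vehicle library, a ratio of 677 (interval 231 to 3289). Fos, a subunit of the AP-1 transcription factor, was at 237 against 2.27 CPM, a ratio of 104 (72.3 to 156). Egr1, a zinc finger transcription factor that acts on the Lhb promoter, was at 482 against 6.59 CPM, a ratio of 73.1 (58.9 to 91.9). Junb was at 446 against 9.57 CPM, a ratio of 46.6 (38.9 to 56.3).

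The 15 highest ratios among the 6170 genes with at least 20 CPM in either library also included Egr4 with a ratio of 331 (113 to 1608), Fosb with 193 (52.8 to 1602) and Egr2 with 176 (59.7 to 859), whose vehicle values rest on 2 or 3 UMIs. The Egr2 ratio was 76.7 from 1000 UMIs and 373 without barcodes above 2 times the median UMIs, and with at least 1000 genes detected the ratios of Nr4a1, Egr4, Fosb, Egr2 and Zfp36 were 399, 66.8, 73.4, 105 and 8.97. Pde10a, a cyclic nucleotide phosphodiesterase, had a ratio of 71.8 (52.3 to 101), and Cep83, which encodes a centriole protein, had 26.9 (23.0 to 31.6). Ier2 had a ratio of 32.9, Atf3 of 26.0, Btg2 of 16.3, Zfp36 of 13.5, Jun of 13.3 and Ppp1r15a of 8.58. In GRCm38 coordinates, Fos lies on chromosome 12 from 85473890 to 85477273, Egr1 on chromosome 18 from 34859823 to 34864984, Nr4a1 on chromosome 15 from 101254269 to 101274795, and Pde10a on chromosome 17 from 8525372 to 8986648, all protein-coding genes on the plus strand.

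By size, 305 genes were at least 1.5-fold higher and 224 at least 1.5-fold lower in the GnRH library, and 47 and 96 genes were at least 2-fold higher and lower. The median log2 ratio of the tested genes was 0.14. With the TMM factor, which shifts every log2 ratio by -0.11, 173 genes were at least 1.5-fold higher and 307 lower, so the higher genes made up 36.0% of the calls by size in place of 57.7%. Gene groups are therefore described relative to genes of like expression.

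**Figure D2:**
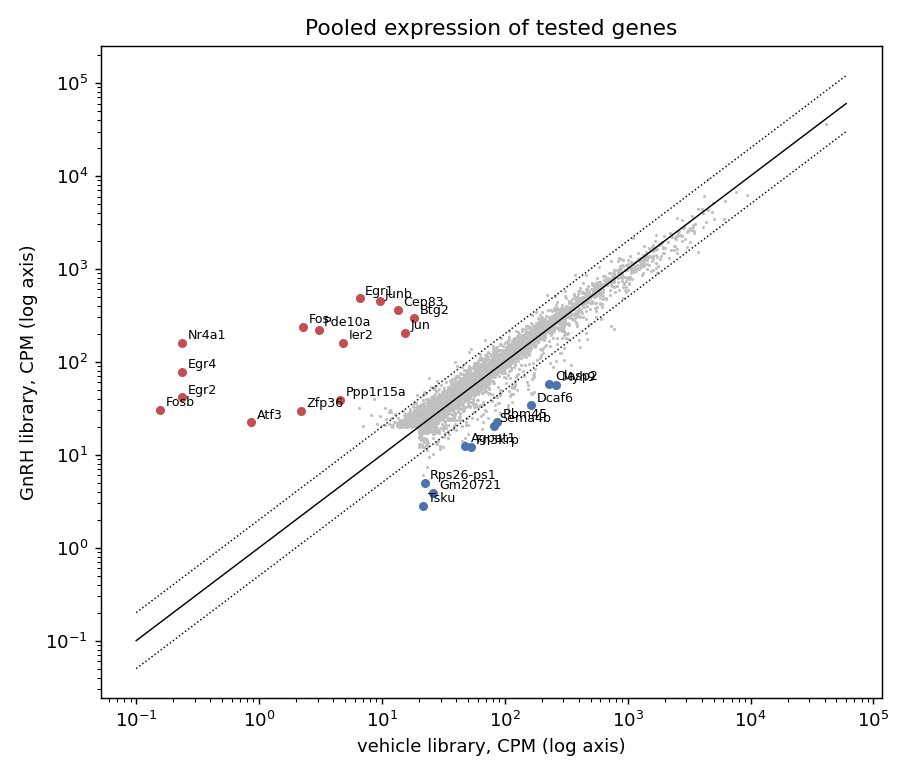
CPM in the GnRH library against CPM in the vehicle library (both log axes) for genes with at least 20 CPM in either library, with equality as a solid line and 2-fold differences as dotted lines. The 15 highest ratios, from 8.58 for Ppp1r15a to 677 for Nr4a1, are red, and the 10 lowest, from 0.132 for Tsku to 0.261 for Agpat1, are blue.

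AP-1 genes were higher as a group. Of 9 measured members, 7 were at least 1.5-fold higher, none was as much lower, and the median log2 ratio of 3.74 lay at percentile 100 of 10000 random lists of matched expression. Among the members with smaller ratios, Fosl2 had a ratio of 3.28, Mafg of 1.63 and Jund of 0.967. Of the 4 measured EGR and NAB genes, Egr1, Egr2 and Egr4 were higher, and Nab1, a corepressor of EGR proteins, had a ratio of 1.17 (0.967 to 1.40). The list median was 6.83, also at percentile 100. Of 7 NR4A and CREB target genes 6 were at least 1.5-fold higher, with a list median of 2.24 at percentile 100, including the clock gene Per1 with a ratio of 4.71 and Rgs2, a regulator of G-protein signalling, with 2.27. Of 28 other immediate-early genes 17 were at least 1.5-fold higher and none as much lower, with Id1 at a ratio of 2.47, and the list median of 0.69 lay at percentile 100.

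Of 9 measured feedback inhibitors of the MAPK pathway 3 were at least 1.5-fold higher, among them Dusp8 with a ratio of 3.90 and Errfi1 with 1.99, and the list median of 0.20 lay at percentile 82.7. The other 10 genes of this list lay under the floor of 5 CPM, among them the MAPK phosphatase genes Dusp1 with a ratio of 3.64 (2.26 to 5.98), Dusp2 with 3.70 (2.31 to 6.08), Dusp5 with 6.89 (1.86 to 38.0) and Dusp6 with 0.527 (0.275 to 0.956). These Dusp genes were chosen after their values were seen. The gonadotrope genes had a median of 0.09, at percentile 26.2. Gnrhr, the GnRH receptor, was at 513 against 306 CPM, a ratio of 1.68 (1.60 to 1.75), and was the 1 member of 16 past 1.5-fold. Cga, the common glycoprotein hormone subunit, was at 35737 against 41342 CPM, a ratio of 0.864 (0.860 to 0.868), and Lhb, the luteinizing hormone subunit, was at 54.3 against 60.7 CPM, a ratio of 0.894 (0.791 to 1.01). Fshb had 0 UMIs in both libraries.

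Among the signalling and stress lists, calcium and PKC signalling genes had a median of 0.25 at percentile 97.9, heat shock genes 0.32 at percentile 99.7 and unfolded protein response genes 0.33 at percentile 99.9. These medians are small, and 18 of 19, 9 of 11 and 20 of 22 members lay within 1.5-fold. The chaperones Chordc1 and Hsp90ab1 had ratios of 1.63 and 1.53, and Hyou1 had 0.540. NF-kB targets had a median of 0.39 at percentile 98.1, with Nfkbia at a ratio of 1.90. Secretory granule genes had a median of 0.13 at percentile 54.8, with Scg2 at 1.47 and Chgb at 1.42. SRF and actin genes, sterol synthesis genes and p53 targets lay at percentiles 64.7, 56.2 and 61.2. Within the SRF and actin list, Actb had a ratio of 0.410 (0.401 to 0.418) and Actg1 a ratio of 1.81 (1.75 to 1.87).

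Transcripts of the glycolysis and hypoxia list had a median of -0.24 at percentile 0.01, and 16 of 20 members lay within 1.5-fold, 3 were lower and 1 was higher. Pgk1 and Bnip3 had ratios of 0.394 and 0.631, Eno1, which shares much of its 3' end with other genes, had 0.530, and Hk2 had 1.84. Ribosomal protein genes had a median of -0.26 at percentile 0, with 71 of 84 within 1.5-fold and 13 lower. The 13 mitochondrially encoded genes had a median of -0.35 at percentile 0.01, with 7 within 1.5-fold and 6 lower. Among these, mt-Nd3 and mt-Co1 had ratios of 0.427 and 0.563 and share 97.9% and 95.2% of their 3' words with other genes, so their counts are uncertain. mt-Atp8, which shares 0%, had 0.530, and 0.869 with at least 1000 genes detected. It had 6139 vehicle and 1889 GnRH UMIs, whereas mt-Atp6, with 97870 and 49625 UMIs, had a ratio of 0.873. mt-Atp8 alone therefore does not represent the group. From 1000 UMIs the ratios of mt-Nd3, mt-Co1 and mt-Atp8 were closer to 1, at 0.524, 0.623 and 0.748. The mitochondrial share of UMIs was 2.76% in the GnRH library and 3.70% in the vehicle library. Among house-keeping genes, H2afz had a ratio of 0.987, Eef1a1 of 0.906 and Rps25 of 0.737. Among nuclear noncoding RNAs, Malat1 had a ratio of 2.07 (2.04 to 2.09), and 2.41 from 1000 UMIs. Kcnq1ot1 had 1.37 and Neat1 1.10, so 2 of the 3 measured members lay within 1.5-fold. The S phase and G2M lists had medians of 0.20 and 0.13, at percentiles 90.9 and 51.9.

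The 10 lowest ratios belonged to Tsku, Gm20721, Dcaf6, Myh9, Rps26-ps1, Fn3krp, Clasp2, Sema4b, Rbm45 and Agpat1. Myh9, the heavy chain of a non-muscle myosin, was at 56.7 against 263 CPM, a ratio of 0.216 (0.195 to 0.239), and Dcaf6 was at 34.2 against 165 CPM, a ratio of 0.207 (0.181 to 0.236). Rps26-ps1 is a processed pseudogene with 60.8% of the 60-base words of its 3' end found in other genes, so its count is uncertain. Eno1 shares 70.1% of such words with other genes, and Rps25 and Eef1a1 share 33.1% and 29.0%.

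**Figure D3:**
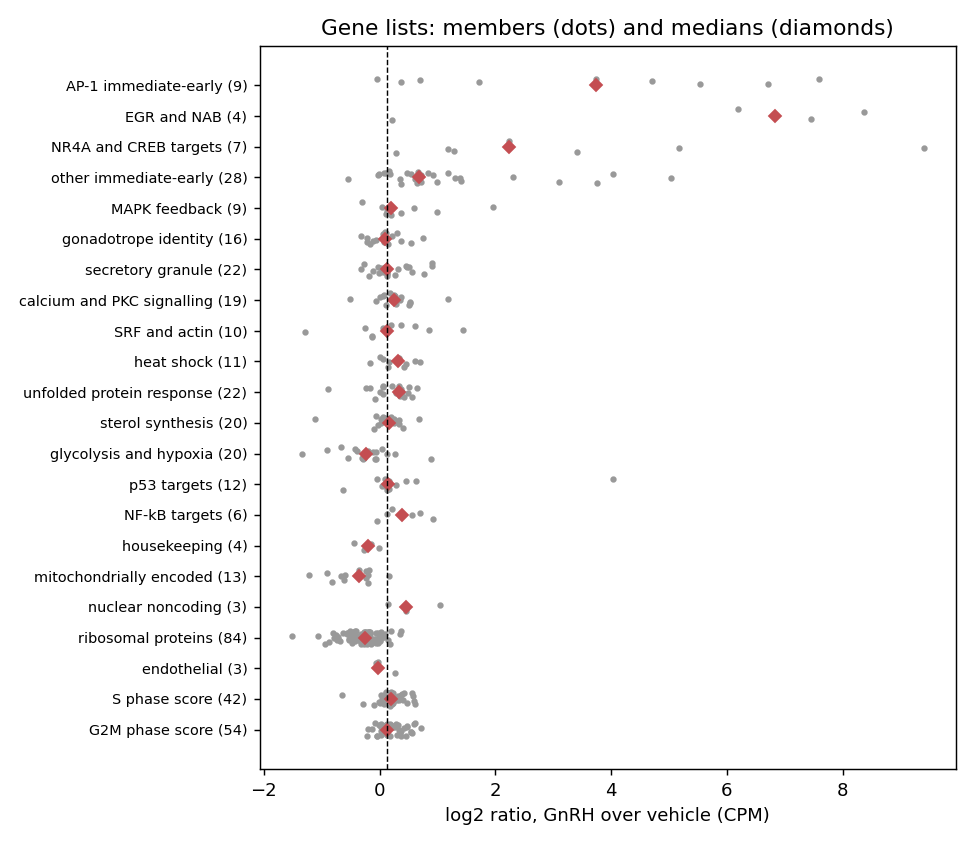
Log2 ratio of CPM, GnRH over vehicle (horizontal axis), for the measured members of each list (gray dots, number of members in parentheses) and the list median (red diamonds), with the median of all genes of at least 5 mean CPM as a dashed line at 0.12. The EGR and NAB, AP-1 and NR4A and CREB lists have medians of 6.83, 3.74 and 2.24.

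Markers of other cells were scarce. Fibroblast genes summed to 2 UMIs in each library and erythroid genes to 4 in the vehicle and 3 in the GnRH library. Leukocyte genes summed to 16.5 CPM in the vehicle and 13.6 CPM in the GnRH library, genes of other pituitary cells to 12.5 and 13.2 CPM, and endothelial genes, mainly Cdh5 and Pecam1, to 78.9 and 84.3 CPM.

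The second comparison asked what share of individual cells carried IEG transcripts. To compare libraries of unequal depth, each cell was thinned to 500 UMIs, which left out 2421 vehicle and 0 GnRH barcodes. The 12181 vehicle barcodes left exceed the about 8000 cells loaded, so they cannot all hold a loaded cell of their own. They are called cells here only for brevity, and the vehicle shares are shares of these barcodes. Egr1 was seen in 20.1% of GnRH cells (18.8 to 21.5, exact binomial interval) and in 0.320% of vehicle cells (0.228 to 0.437). Junb was seen in 15.1% against 0.427%, Fos in 10.7% (9.69 to 11.8) against 0.148% (0.0876 to 0.233), Jun in 8.48% against 0.862%, Egr2 in 2.06% against 0.00821%, and Fosb in 1.45% against 0.00821%. Nr4a1 was seen in 7.45% of GnRH cells and in 0 of 12181 vehicle cells, which allows up to 0.0246% of cells with a UMI at this depth and does not limit cells that express the gene. Without thinning 3 vehicle barcodes held Nr4a1. Dusp1 was seen in 0.273% (0.125 to 0.517) against 0.0903% (0.0451 to 0.162), and at 1000 UMIs in 0.835% (0.530 to 1.25) against 0.280% (0.134 to 0.515). No cell type that lacks these genes was present, and the vehicle library does not carry the free RNA of the GnRH library, so the share of GnRH cells with a UMI from free RNA was not measured. Without thinning, the GnRH shares were 52.8% for Egr1, 30.3% for Fos, 7.90% for Egr2 and 5.66% for Fosb, so these shares follow depth and do not count responding cells. Among the 3570 vehicle barcodes from 1000 UMIs, thinned to 1000, the shares were 0.700% for Egr1 (0.454 to 1.03), 0.224% for Fos (0.0968 to 0.441) and 0.0280% for Egr2, Fosb and Nr4a1 (1 barcode each), against 35.1%, 18.5%, 3.71%, 2.54% and 13.6% in GnRH cells.

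**Figure D4:**
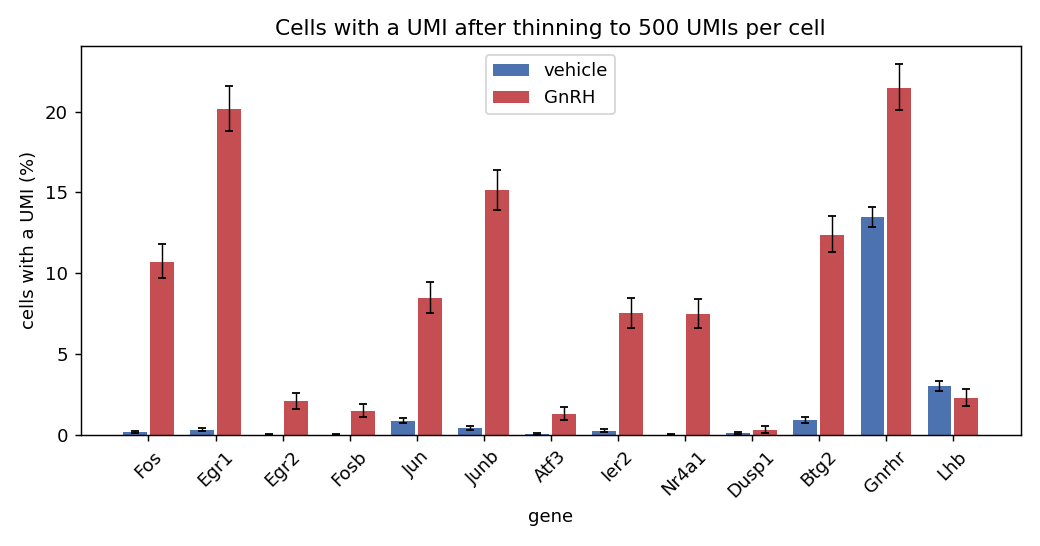
Percent of cells with at least 1 UMI of each gene (vertical axis) after thinning to 500 UMIs per cell, for 12181 vehicle and 3302 GnRH cells, with exact 95% binomial intervals as error bars. Egr1 reaches 20.1% in GnRH cells and 0.320% in vehicle cells, whereas Lhb lies at 2.27% and 3.00%.

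IEG counts were more uneven between GnRH cells than Poisson sampling gives. Egr1 would be seen in 21.6% of cells under a Poisson distribution of the same mean against the 20.1% observed, and Junb in 17.9% against 15.1%. The Fano factor, the variance over the mean, was 1.43 for Junb, 1.16 for Egr1 and 1.15 for Fos, and 1.01 for the house-keeping gene Eef1a1. The house-keeping gene H2afz had 1.09, at a mean of 0.814 UMIs per cell. Jun had 1.08, Nr4a1 1.06 and Fosb 1.03, at means of 0.0924, 0.0796 and 0.0148. Fano factors at such unlike means do not rank genes by unevenness. Among 100 genes of like mean, Jun and Nr4a1 lay at percentiles 94 and 96. Fos and Egr1 were seen together in 3.45% of GnRH cells (2.86 to 4.13), against 2.16% from the product of their shares, a ratio of 1.60. All 28 pairs of 8 IEGs had ratios over 1, with a median of 2.04, and for 19 pairs the interval lay above 1. These intervals cover the joint share only and take the product as fixed, so its error is left out. Some pairs rest on few cells, such as Fosb and Atf3 with 3 cells (1.01 to 14.3). No pair of other genes was counted for comparison.

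The third comparison concerned the cell cycle. With the 5 phase lists, 25.9% of GnRH and 24.4% of vehicle cells were assigned to G1/S, 20.7% and 19.8% to S, 15.4% and 16.4% to G2/M, 17.7% and 17.1% to M, and 20.2% and 22.2% to M/G1. The intervals of the differences spanned 0 for 4 phases, and M/G1 differed by -2.04 percentage points (-3.59 to -0.447). Thinned to 1000 UMIs, G1/S differed by 3.58 points (1.33 to 5.84), G2/M by -4.10 (-5.85 to -2.33), M by 1.83 (0.0514 to 3.63) and M/G1 by -2.82 (-4.89 to -0.738), and the interval for S, at 1.52, spanned 0. With all UMIs of barcodes from 1000 UMIs, S differed the other way by -2.35 points (-4.35 to -0.327), G1/S by 7.79 (5.41 to 10.2) and M/G1 by -5.28 (-7.23 to -3.30), and the intervals for G2/M and M spanned 0. In that setting the planned correlation minimum of 0.3 kept 5 to 18 genes per phase, so the fallback was not used. At 1000 UMIs the fallback of 0.1 kept 35 to 60. From 500 to 1000 UMIs both the barcodes and the phase genes changed with depth. From 1000 to all UMIs the correlation minimum and with it the phase genes changed, and the libraries were no longer at equal depth. The median of barcodes from 1000 UMIs was 1340.5 UMIs in the vehicle and 2392 in the GnRH library. At 500 UMIs the phase lists kept 32 to 51 genes at a correlation minimum of 0.1. In 16.7% of GnRH and 17.0% of vehicle cells the 2 best scores then lay within 0.25, so these calls are noisy. The sum of AP-1 and EGR transcripts was higher in GnRH cells of every phase, with log2 ratios of 3.52 in G1/S (3.38 to 3.67), 3.42 in S, 3.53 in G2/M, 3.39 in M and 3.33 in M/G1 (3.17 to 3.48). These values span 0.20, and their intervals overlap. With all UMIs of barcodes from 1000 UMIs they span 0.47, from 3.33 in M (3.05 to 3.62) to 3.80 in G2/M (3.52 to 4.09). Members that hardly differed held much of the vehicle sum. Over all vehicle barcodes Jund had 771 of 1583 AP-1 UMIs, and Nab1 had 288 of 403 EGR and NAB UMIs. The sum therefore says little about phase differences in the induced members. For 10 single IEGs both libraries together held at least 20 UMIs in every phase. Vehicle UMIs per phase were 0 to 2 for Egr2, 0 or 1 for Fosb and Nr4a1, and 34 to 55 for Btg2. Overlap says little for Egr2, Fosb and Nr4a1, whose intervals are wide. Btg2 alone had intervals that did not all overlap, with log2 ratios of 4.76 in G1/S (4.27 to 5.31) and 3.68 in S (3.27 to 4.11). With all UMIs of barcodes from 1000 UMIs these were 4.46 (3.86 to 5.12) and 3.95 (3.37 to 4.59), which overlap.

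Across 27998 genes, which are not independent replicates, the Pearson correlation of log2(CPM + 1) between the vehicle and GnRH libraries was 0.994. It was 0.975 over genes with a mean of at least 5 CPM.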

Values the study reported

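For cells preserved in RNA-Best, the study counted 3579 vehicle-treated and 2753 GnRH-treated single cells. It reported a correlation coefficient above 0.99 between averaged transcript measurements of vehicle- and GnRH-treated cells.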

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

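The thinning to 2000 UMIs and the phases from all UMIs of barcodes with at least 1000 UMIs were chosen after the data were seen. No paired analysis was possible because each group has 1 library. The barcode rule removed no barcode, so keeping all deposited barcodes gave the reported values again. Over the alternatives run, the list median ranged from 3.29 to 3.82 for AP-1, from 6.14 to 7.36 for EGR and NAB, and from 1.91 to 2.43 for NR4A and CREB genes. The 62 named genes past 1.5-fold kept their direction in all of 558 alternative values, of which 463 lay within the counting interval. These values include keeping all barcodes, which repeats the reported run. They also include a limit of 10% mitochondrial UMIs, which kept 14602 vehicle and 3300 GnRH barcodes and so could hardly differ. The TMM and DESeq2 factors shift every log2 ratio by -0.11. A total without genes above 1% of UMIs also shifts all genes alike, and moved the AP-1 median only from 3.74 to 3.73. None of these shifts could turn a gene past 1.5-fold, so the kept direction says nothing there. Of the named genes within 1.5-fold, 5 crossed a ratio of 1: Neat1 (0.983) and Jund (1.02) from 1000 UMIs, Nfkb1 (0.914) and Spred1 (0.988) with at least 1000 genes, and Cdh5 (1.06) without barcodes above 2 times the median UMIs.

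Counts by size depended on scaling and floor. Genes at least 1.5-fold higher numbered 173 with the TMM factor and 175 with the size factor of DESeq2. With no floor and at least 10 UMIs, 1025 and 905 genes were at least 1.5-fold higher and lower and 320 and 406 at least 2-fold, since more genes of few counts entered. With a floor of 50 CPM these were 167, 147 and 23 for 2-fold higher.

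Shares of GnRH cells with a UMI followed depth. For Egr1, Fos, Egr2 and Fosb they were 35.1%, 18.5%, 3.71% and 2.54% at 1000 UMIs, where thinning and the filter are the same calculation. They were 45.7%, 24.6%, 5.74% and 3.89% with at least 1000 genes detected (thinned to 1500 UMIs), 52.7%, 29.1%, 7.06% and 5.14% thinned to 2000 UMIs, and 52.8%, 30.3%, 7.90% and 5.66% unthinned. With at least 2 UMIs required they were 3.48%, 1.27%, 0.121% and 0.0303%. The ratio of joint to expected detection of Fos and Egr1 was 1.32 at 2000 UMIs.

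The summed difference in phase shares, halved, was 2.97 points in the reported calls and 6.92 points from 1000 UMIs, 6.19 with at least 1000 genes, 8.13 unthinned and 8.81 from all UMIs of barcodes with at least 1000 UMIs. The spread of the GnRH response over phases was 0.47 in that last setting. The cause was not tested. The correlation of the libraries was 0.975 over genes with at least 5 CPM, where genes near 0 in both libraries are left out.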

Other observations

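The test of vehicle barcodes by UMIs and the test of shared 3' words over all tested genes were chosen after the results they measure had been seen. Phases from all UMIs of barcodes with at least 1000 UMIs were added after the data were examined too. In those phases 37.7% of GnRH and 29.9% of vehicle cells were assigned to G1/S, and 16.6% and 21.9% to M/G1.

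The vehicle library here held 14602 barcodes. That is higher than the count quoted from the study above. At a minimum of 1000 UMIs, which the sources used here do not state, 3570 vehicle and 2753 GnRH barcodes remained.

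The first pattern is the set of 96 genes at least 2-fold lower in the GnRH library after 40 min. If transcription had stopped at once, the median of these genes would need a half-life of 30.1 min or less, Dcaf6 17.6 min and Actb 31.1 min. Between barcodes with at least 1000 UMIs 90.6% were still 2-fold lower, which argues against vehicle barcodes of few UMIs. Correction for the GC content of the 3' end left 100% so but could hardly change them. Median log2 ratios of tested genes binned by 3' GC had a range of only 0.034. Genes of like 3' GC thus shared no shift near 2-fold, and a GC effect on single genes was not tested. Shared 3' words remain open: 36.5% of the lower genes had them against 4.64% of tested genes, between the bounds set beforehand, and over all tested genes those with shared words differed from the rest by -0.27 in median log2 ratio, which also fell short of the bound set for it. Since 61 of the 96 genes lack such words, shared reads may explain a part at most, and a library effect cannot be told apart from GnRH with 1 library each.

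The second pattern is the 11032 vehicle barcodes under 1000 UMIs, in a library loaded with about 8000 cells, so not all can hold a loaded cell of their own. If they held free RNA of 1 shared profile, the variance of G2M UMIs over sampling would be near 1, and simulated shared profiles reached 1.03 at most. The observed ratio was 1.78 (bootstrap interval 1.73 to 1.82) at 443 UMIs, against 3.35 in GnRH barcodes, and its excess over 1 was 0.33 of theirs, under the 0.5 set beforehand as evidence against free RNA. The value lies between both bounds, so free RNA in droplets without a cell, for part of these barcodes, may contribute and its share cannot be told apart from that of cells. Vehicle barcodes from 1000 UMIs had 2.19, and no biological explanation was tested.

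The third pattern is the uneven IEG counts between GnRH cells, for which a hypothesis is that cells differ in their response to GnRH. The Fano factors of Fos, Egr1, Junb, Jun and Nr4a1 had a median percentile of 96 among 100 genes of like mean at 500 UMIs, between the bounds set beforehand for noise that genes of like mean share. It was 99 at 1000 and 100 at 2000 UMIs, although Egr1 went from 95 at 500 to 90 at 2000 UMIs. Phase called from 500 UMIs held 0.00141% of the excess variance, and 1.06% at 1000 UMIs, which argues against the called phase as the main source, although noisy calls lower this share. Gnrhr had a Fano percentile of 95 and the secretory gene Scg2 98 at 500 UMIs, and both had 98 at 2000 UMIs. Unevenness was therefore not confined to IEGs, although both these genes were higher in the GnRH library, with ratios of 1.68 and 1.47. For Fos, Egr1, Junb, Jun and Nr4a1, the 100 genes of like mean had median Fano factors of 1.01 to 1.03 at 500 UMIs. At 2000 UMIs these were 1.03 to 1.06, against 1.35 to 2.71 for the IEGs. The typical gene of like mean was thus near Poisson, and a difference between cells that reaches beyond IEGs stays open.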
